A study of Homo sapiens with 8 samples. Its data were reported in "Human photoreceptor cells from different macular subregions have distinct transcriptional profiles" (2021).

How the data were processed

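Single-cell RNA sequencing had been done on neural retina from 4 human donors. A 1 mm punch centred on the fovea and the 4 mm punch around it gave 2 libraries per donor, 8 in all, numbered 5 to 8 within each region. The sample titles call the region of the 4 mm punch perifovea, and the region field and the study call it parafovea, the name used here. The tissue was dissociated with papain, cryopreserved, captured in droplets with molecular identifiers (UMIs) by the Chromium system and sequenced on a NovaSeq instrument. In the processing notes, reads were split with bcl2fastq, aligned to GRCh38 with Cell Ranger 3.0.1 and passed to Seurat 3.0.2. The gene annotation release was not stated.

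The deposited counts files hold raw UMI counts, with 1 line per cell and 38120 gene columns. The same files carry, per the file headers, a cell type label of another kind (unit other: a name, not a measurement) that the authors gave each cell after clustering the integrated libraries. Cells with fewer than 400 or more than 6500 detected genes, or over 60% mitochondrial counts, had been removed by the authors. In the files the detected genes per cell ran from 401 to 6497 and the highest mitochondrial share was 59.98%. All 34323 cells and all 14 labels were used as deposited. The deposited files of log-transformed values were left out, since every result could be computed from the counts.

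Gene columns were matched to the GENCODE 44 annotation of GRCh38. Of the column names, 22543 matched a symbol as written, 2233 matched after a hyphen was restored, and 13344 were kept as in the files. Coordinates were available for 25311 genes. The 100 columns of XIST and of Y-linked genes were removed before any computation. No 2 libraries of a region held the same cells: the lowest chi-square per degree of freedom between libraries was 21.4 in the fovea and 34.5 in the parafovea.

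The UMI counts of each library were summed over the cells of each class. Libraries with at least 5 cells of a class entered its fit. Regions were compared with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, with TMM factors, the filterByExpr filter, a robust quasi-likelihood fit and its F test. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p under 0.05. Log2 fold changes are foveal minus parafoveal, from the fit with its default prior count. Their standard error (SE) is the size of the fold change divided by the square root of its F statistic. A prior count of 2 was used only for log2 CPM, such as those that gave the sign in each donor. Levels are TMM-scaled CPM (counts scaled to a common library total), as mean ± SD over libraries. Summed levels of rod or bipolar genes, those of PRKCA, and those of RORB, PPFIA1 and KCNAB2 over classes are CPM without TMM factors. The region was the only term. The libraries were paired by donor number, and a fit with the donor as a block was the alternative. After subtraction of each region's mean, the correlation across genes between libraries of the same number was 0.496, -0.014, 0.516 and 0.594 in the sums over all cells. It was 0.324, 0.322, 0.535 and 0.327 in Müller cells, and -0.130, 0.144, -0.004 and 0.570 in retinal ganglion cells (RGCs). These are correlations across genes, which are not independent replicates.

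Where every library of a group had no count, the ratio was bounded with a floor of 3 counts over the group and is written "at least". With 1 to 3 counts over a group, the ratio of pooled counts is given with its 95% exact interval. Intervals and floors cover counting error only. Cell shares and the log2 ratio of cones to rods (with 0.5 added to each) were compared by two-sided exact permutation tests of the 8 libraries, which allow no p below 0.0286. The regional effects of cones and Müller cells were compared by the interaction term of a joint edgeR fit.

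The gene lists, 18 in all, and the markers of each class were fixed before the data were examined, as were the tests, the alternatives not described as added and the rule for named genes. Lists with at least 5 tested members were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, and adjusted within a class. They covered the ribbon synapse, cone and rod phototransduction, the cilium, photoreceptor transcription factors, retinoic acid signalling, the visual cycle, gliosis, Müller homeostasis, Wnt and FGF modulators, immediate early genes, heat shock, ribosomal proteins, mitochondrial transcripts, nuclear oxidative phosphorylation, glycolysis, RGC genes, and complement. The rule named every gene the study's text names for cones, rods and Müller cells. It also named the 10 called genes with the largest change in each direction that had the same sign in every donor, or 5 for other classes and for all cells. From each list it took the 4 members with the smallest p, and the list examples in the text are called genes among these. Not every gene that the rule names is given in the text. A gene is described as one that RNA from other cells could bring when its CPM in the class was, in both regions, under 10% of its highest CPM in another class.

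Alternatives were DESeq2 1.42.0, its size factors in edgeR, no filter on low counts, minimums of 1 and 20 cells, removal of cells above 20% mitochondrial counts, removal of doublets marked by Scrublet in scanpy 1.11.5, an adjusted p under 0.01 with a log2 change above 1, the donor block, and each library left out in turn. Added after seeing the data were the removal of genes that other cells could bring, removal of the 5% of cells with the highest doublet score, a minimum of 12 cells for cones, and equal depth for Müller cells. Scrublet marked 257 cells, and fewer than 0.5% in 5 of the 8 libraries. Its automatic threshold may not have worked there, which was not tested. Finer clustering was not run, since the authors' labels were used. Analyses in Python 3.11.15 used scipy 1.17.1, and figures matplotlib 3.10.9.

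The fits were tested on simulated counts with the same libraries, in which 200 genes were changed (154 in amacrine cells). Of genes changed by a log2 of 2, 86.6% were recovered in cones, 40.3% in rods, 95.5% in Müller cells, 82.1% in RGCs and 53.7% in the sums over all cells. At a log2 of 1 the shares were 19.4% in cones, 4.48% in rods, 31.3% in Müller cells, 20.9% in RGCs and 11.9% in the sums over all cells.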

Results

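Gene expression was measured in single cells of the human neural retina, in a 1 mm punch centred on the fovea and in the 4 mm punch around it, called the parafovea. The fovea is the cone-rich pit of the retina that serves sharp central vision. Each of 4 donors gave 1 library per region, so each region had 4 libraries, numbered 5 to 8. The study lists extensive soft drusen for donor 7 and cataract surgery for donor 5. For donors 6 and 8 it lists a normal gross appearance without clinical records. Foveal libraries 5, 6, 7 and 8 held 609, 1956, 911 and 2480 cells, with total counts of 2905209, 9595428, 2822755 and 12131470 UMIs. Parafoveal libraries 5, 6, 7 and 8 held 9926, 10514, 3011 and 4916 cells, with total counts of 33929722, 43250526, 13479741 and 21847219 UMIs. The median UMI count per cell was 2854 ± 1255 in the fovea and 2737 ± 649 in the parafovea (mean ± SD of libraries, n = 4; two-sided exact permutation p = 0.914). The median mitochondrial share of a cell's counts was lower in the fovea, at 7.21% ± 1.53 against 16.4% ± 1.66 (SD, n = 4). That difference of -9.21 points had an exact permutation p of 0.0286, the smallest that 4 against 4 libraries can give.

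The first comparison asked how the cell types of the punches differed. Cones, the photoreceptors of colour and fine detail, outnumbered rods, the photoreceptors of dim light, in 4 of 4 foveal libraries and in 0 of 4 parafoveal libraries. The log2 ratio of cones to rods was 2.74 ± 0.97 in the fovea and -4.04 ± 1.00 in the parafovea (SD, n = 4). It was higher in the fovea in 4 of 4 donors (exact permutation p = 0.0286). The means differ 110.0-fold, a size that rests on few cells in some libraries. Foveal libraries 5, 6 and 7 held 1, 5 and 1 rods, and parafoveal library 7 held 2 cones. The size therefore depends on the value added to each count, and the pooled ratios that follow differ by less. Over all cells the fovea held 0.243 rods and 4.46 RGCs per cone, and the parafovea 11.3 rods and 18.1 RGCs per cone. These counts were 268 cones, 65 rods and 1196 RGCs in the fovea, and 273 cones, 3087 rods and 4937 RGCs in the parafovea.

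Müller cells, the radial glia that span the retina, made up 36.7% of all foveal and 22.1% of all parafoveal cells. Per library their share was 44.1% ± 17.9 against 20.0% ± 9.04 (SD, n = 4), higher in the fovea in 4 of 4 donors, with an exact permutation p of 0.114 and an adjusted p of 0.32. Without foveal library 8 that difference was 32.3 points with an exact p of 0.0286. Foveal shares were lower for rods (0.717% ± 1.08 against 10.8% ± 8.23), for rod bipolar cells, which relay rod signals (0.467% ± 0.544 against 10.1% ± 10.1), and for astrocytes (0.313% ± 0.245 against 1.14% ± 0.461). Each of these 3 classes had an exact permutation p of 0.0286 and an adjusted p of 0.133, so 0 of the 14 classes passed the adjustment over classes. Cones made up 3.43% ± 2.61 of foveal and 1.05% ± 1.29 of parafoveal cells (exact permutation p = 0.2). RGCs, whose axons form the optic nerve, made up 21.3% ± 6.82 and 14.6% ± 7.46 (exact permutation p = 0.257). Amacrine cells, the inhibitory interneurons, made up 0.491% ± 0.573 and 2.33% ± 1.49 (exact permutation p = 0.0571). The other 7 classes had exact permutation p-values from 0.229 to 0.857.

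**Figure D1:**
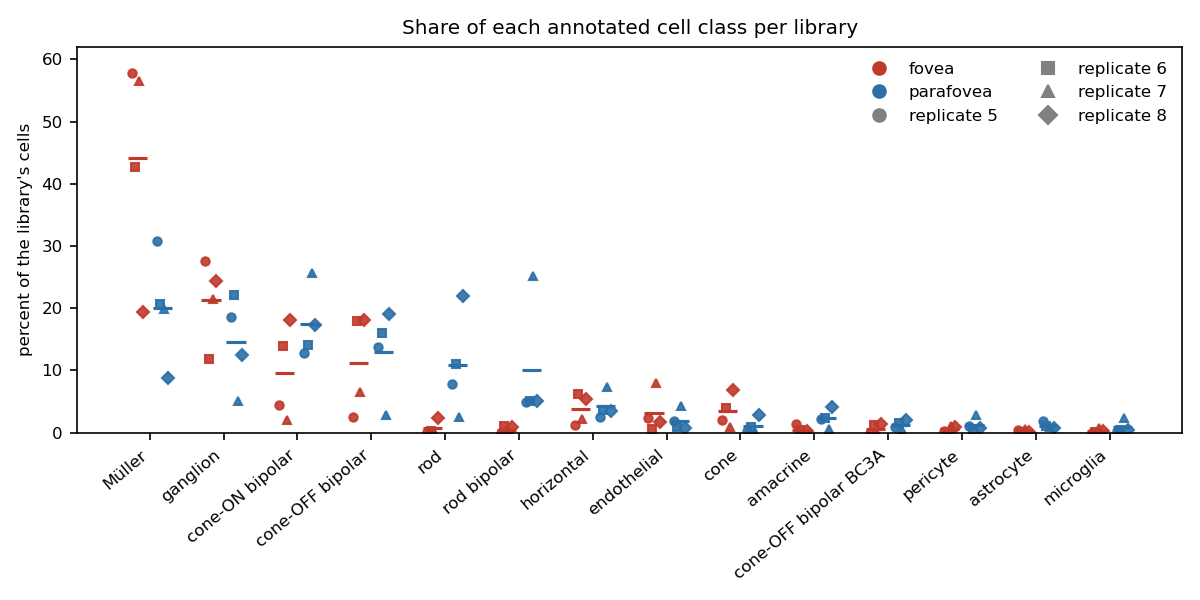
Share of the cells of each library (percent of cells) by cell class, foveal libraries in red and parafoveal libraries in blue, with marker shapes for the library number and bars for the mean. Rods, rod bipolar cells and astrocytes had lower shares in every foveal library than in every parafoveal library.

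Rod transcripts were more abundant in parafoveal cells of most other classes. Summed over 14 rod genes such as SAG (rod arrestin), Müller cells held 53.9 ± 8.11 CPM of rod UMIs in the fovea and 871 ± 513 in the parafovea (SD, n = 4; exact permutation p = 0.0286). RGCs held 45.5 ± 17.4 and 438 ± 160 CPM, and cone-OFF bipolar cells, which respond to light decrements, 226 ± 43.5 and 1226 ± 584 (n = 4 each). Cones held 2252 ± 224 (n = 4) and 3474 ± 334 CPM (n = 3). In 9 of the 12 classes with at least 2 foveal libraries, every parafoveal library lay above every foveal one. This fact stands beside each gene group described next that holds rod genes.

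**Figure D2:**
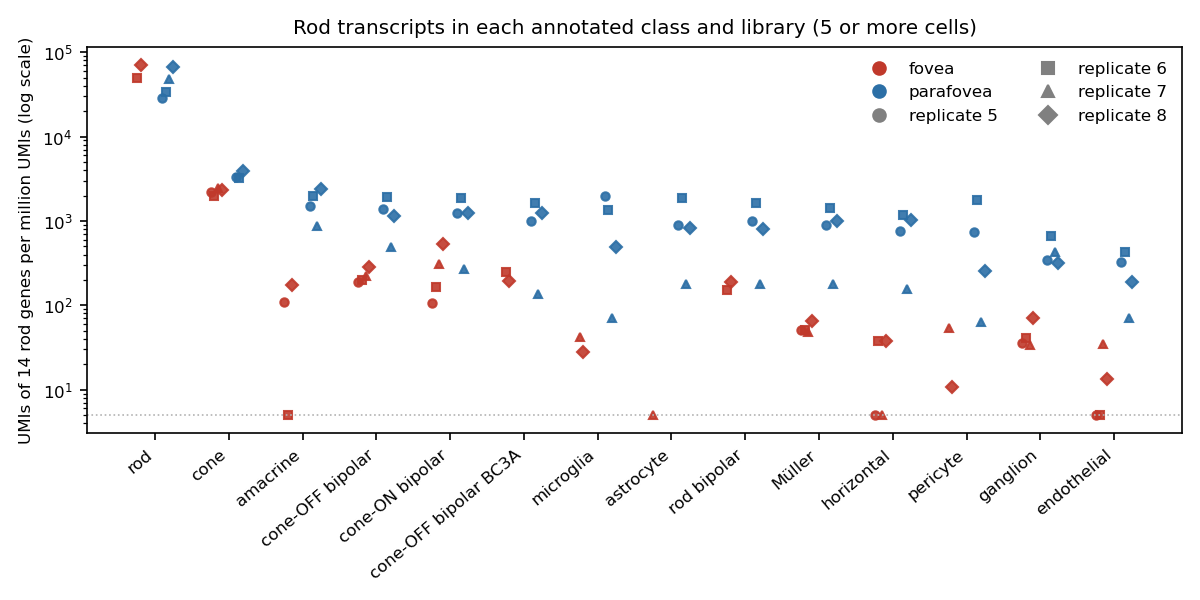
CPM of 14 rod genes together (log axis) in each cell class, with a point per library, red for fovea and blue for parafovea, and libraries with none on the dotted line. Müller cells, RGCs and cone-OFF bipolar cells had more rod UMIs in each parafoveal library than in any foveal library.

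The cone comparison addressed which genes set foveal cones apart from parafoveal cones. Foveal cones had more POU2AF1, a coactivator of octamer-binding transcription factors on chromosome 11 (111352255 to 111455630, GRCh38), at 334 ± 37.4 against 18.9 ± 16.4 CPM (SD, n = 4 and 3). Its log2 change was 3.78 ± 0.42 (SE, adjusted p = 5.06e-08). SEMA3C, a secreted guidance cue on chromosome 7 (80742538 to 80922359), stood at 135 ± 28.5 against 5.54 ± 4.89 CPM, a log2 change of 4.27 ± 0.51 (adjusted p = 1.82e-07). Also higher were the growth factor EGF (3.40 ± 0.60), the mTOR inhibitor DDIT4L (3.06 ± 0.55), the synaptic adhesion protein LRRTM4 (2.97 ± 0.64), the dynein adaptor BICD1 (2.42 ± 0.39), LIMCH1 (2.48 ± 0.41) and the membrane fusion protein STX2 (1.98 ± 0.44, all log2 ± SE). Their adjusted p-values ran from 8.74e-05 for BICD1 to 0.00718 for STX2. Foveal cones had less COL4A3, a chain of basement membrane collagen on chromosome 2 (227164624 to 227314792), at 46.4 ± 35.6 against 174 ± 59.7 CPM, with a log2 change of -2.73 ± 0.45 (adjusted p = 0.000146). The fatty acid desaturase SCD5 was also lower, with a log2 change of -3.54 ± 0.51 (adjusted p = 1.19e-05), and the zinc transporter SLC39A5 had 0 foveal and 65 parafoveal counts, at least 16.3-fold lower (adjusted p = 1.19e-05). The nuclear receptor RORB changed by -2.64 ± 0.39 (adjusted p = 1.98e-05). Each of these genes changed in the same direction in 3 of 3 donors with at least 5 cones in both libraries. The rule that named most of them required this, so for those it adds no evidence.

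Of 6426 genes tested by edgeR in 268 foveal and 271 parafoveal cones, 74 were called, 24 higher and 50 lower in the fovea. Their median absolute log2 change was 2.32, and 16 of them were genes that RNA from other cells could bring, 15 of these lower. Among the lower ones, SAG had 2 foveal and 296 parafoveal counts, a ratio of 111 (95% interval 30.6 to 925). SHF and MYBPHL, higher by 3.12 ± 0.82 (adjusted p = 0.0415) and 2.51 on the log2 scale (adjusted p = 0.0368), were the named genes nearest the threshold. SHF lost its call without parafoveal library 5, 6 or 8 (0.0916, 0.139 and 0.131) and MYBPHL without foveal library 7 or 8 or parafoveal library 5, 6 or 8 (0.0574 to 0.157), DESeq2 did not call LRRTM4 (0.107) or STX2 (0.105), and EGF, DDIT4L and S100A10 were not called among libraries with at least 20 cones (0.0623, 0.184 and 0.134). The count was 26 without foveal library 6, 44 without foveal library 7 and 135 without parafoveal library 8. Without parafoveal library 8 the log2 change of SEMA3C was 5.80, that of DDIT4L 5.02 and that of LRRTM4 4.07, without foveal library 8 that of COL4A3 was -2.06 and that of SCD5 -4.23, and without foveal library 5 DDIT4L had an adjusted p of 0.0958 (8.85e-11 to 0.184 over its alternatives).

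The genes picked for cones by the study are not independent evidence of direction, since they were picked on these libraries. All 9 differed in the direction of their choice. POU2AF1 and COL4A3 were called over all genes, and 4 were called when adjusted over the list alone. RIMS2, a scaffold of synaptic vesicle release, had 2841 ± 1045 against 1000 ± 164 CPM, a log2 difference of 1.51 ± 0.47 (adjusted p = 0.122). It was called by DESeq2 (adjusted p = 0.00226) and without foveal library 5 (log2 1.70, adjusted p = 0.00176), with 0.00176 to 0.549 over its alternatives. WRB, which inserts tail-anchored proteins, had a log2 difference of 1.15 ± 0.39 (adjusted p = 0.159). WRB was called without foveal library 5 (1.39, adjusted p = 0.00883) and among libraries with at least 20 cones (1.53, adjusted p = 0.0346), with 0.00883 to 0.535 over its alternatives. SLC4A7 (0.90, adjusted p = 0.379), CPLX4 (0.42, 0.733), LBH (0.46, 0.699), YBX1 (0.17, 0.926) and the carotenoid cleaving enzyme BCO2 (-0.64, 0.47) did not pass the test.

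**Figure D3:**
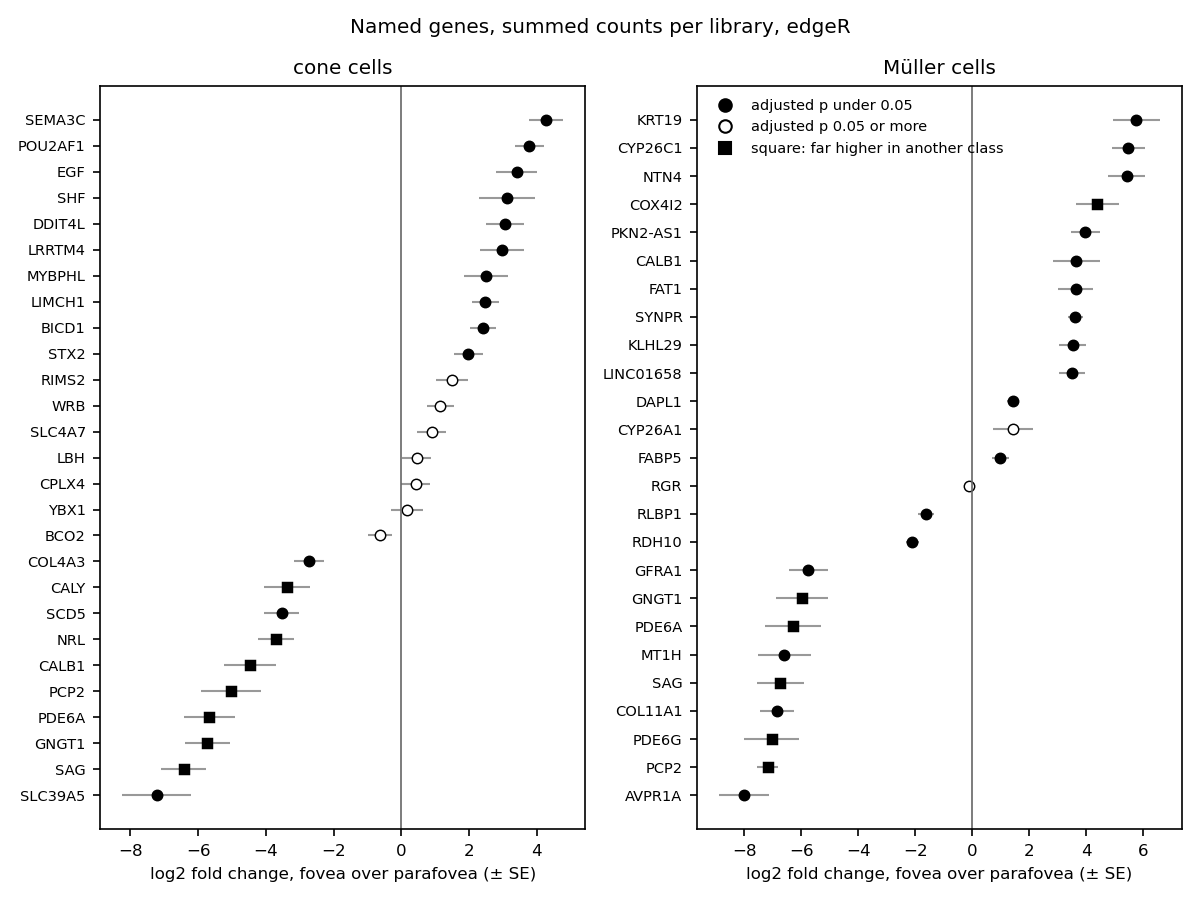
Log2 fold change between fovea and parafovea (± SE) of named genes in cones and Müller cells, where filled markers passed the test, open markers did not, and squares are genes far higher in another class. The fitted values of SLC39A5 and AVPR1A, which had no foveal count, depend on the default prior count of the fit and are not bounds.

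Among the gene lists in cones, mitochondrial transcripts and nuclear oxidative phosphorylation were called down at the preset correlation and not at an estimated one. Of 13 mitochondrial transcripts, MT-CO3 (-2.35 ± 0.53, adjusted p = 0.00877), MT-CYB, MT-CO2 and MT-CO1 were called lower (list median log2 -1.67, adjusted p = 1.3e-11, or 0.327 with an estimated correlation). With the donor block these 4 were not called (adjusted p = 0.156, 0.183, 0.219 and 0.283), and the mitochondrial share of the cells was itself lower in the fovea. Of 76 nuclear genes of oxidative phosphorylation, 1 was called, the ATP synthase subunit ATP5MC1 at -1.53 (adjusted p = 0.0283, or 0.246 with the block). That list had a median log2 of -0.58 (adjusted p = 1.3e-11, or 0.51 with an estimated correlation). Of 16 rod phototransduction genes 7 were called lower, and RNA from other cells could bring 9 of the 16 (median -1.21, adjusted p = 1.43e-11, or 0.282 with an estimated correlation). The cilium list (0 of 37 called, median 0.16, adjusted p = 0.0223, or 0.327 with an estimated correlation) and the immediate early genes (0 of 14, median 0.43, adjusted p = 0.0457, or 0.593 with an estimated correlation, with 9 that other cells could bring) were called up. Gliosis genes were called down, with S100A10, an annexin partner, at -3.19 ± 0.62 (1 of 10, median -1.54, adjusted p = 0.00366, or 0.364 with an estimated correlation), as were RGC genes (0 of 6, median -1.87, adjusted p = 2.42e-05, or 0.327 with an estimated correlation). RNA from other cells could bring 8 of those 10 and 5 of those 6 genes. Markers of other classes were called down in cones as well: of rods (median -2.28, adjusted p = 1.04e-16, or 0.0269 with an estimated correlation), Müller cells (median -1.28, adjusted p = 0.000606, or 0.232) and RGCs (median -2.20, adjusted p = 1.95e-05, or 0.153), of which other cells could bring 9 of 12, 8 of 8 and 5 of 6. The ribbon synapse, cone phototransduction, transcription factor, retinoic acid, visual cycle, Müller homeostasis, Wnt and FGF, heat shock, ribosomal and glycolysis lists were not called (adjusted p = 0.181 to 0.885), although LDHB, a lactate dehydrogenase subunit, was called lower (-1.55 ± 0.38, adjusted p = 0.0234, or 0.141 with the block). The test and median of the retinoic acid list differed in sign (median 0.08, mean -0.23), the Müller homeostasis and Wnt and FGF lists were called with the donor block (adjusted p = 0.0107 and 0.0312), and the complement list had too few tested members.

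Several of these calls rested on single libraries. The cilium list lost its call without parafoveal library 5 (adjusted p = 0.108), the gliosis list without foveal library 8 or parafoveal library 5 or 6 (0.0812, 0.0969 and 0.224), and the immediate early list without foveal library 6 or 7 or parafoveal library 6 or 8 (0.0654, 0.0941, 0.443 and 0.467). The 4 mitochondrial genes lost theirs without foveal library 6 or 7 or parafoveal library 5 or 6 (adjusted p = 0.0501 for MT-CYB to 0.218 for MT-CO1), and MT-CO2 and MT-CO1 also without foveal library 8 (0.0667 and 0.103). ATP5MC1 lost its call without foveal library 6 or 7 or parafoveal library 5 or 8 (0.0559 to 0.236), and LDHB without foveal library 7 or 8 or parafoveal library 5 or 8 (0.056 to 0.185).

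The rod comparison asked the same of rods, of which few were recovered from the fovea: 63 foveal rods in 2 libraries were set against 3087 parafoveal rods in 4. Foveal library 6 gave 5 of these 63 rods and foveal library 8 gave 58. No gene was called by edgeR among 7688 tested, with 485 at an unadjusted p under 0.05, 6 called with the donor block and 13 by DESeq2. PNO1, a ribosome assembly factor, had a log2 difference of 1.42 ± 0.41 (adjusted p = 0.715), and RBP7, a retinol binding protein, 2.01 ± 1.12 (adjusted p = 0.821). The ciliary genes SCAPER (-0.61 ± 0.48, adjusted p = 0.882) and AHI1 (-0.14 ± 0.48, adjusted p = 1) did not pass either. Their choice by the study on these libraries makes their direction no independent evidence. All 4 lay in the direction of their choice, and 1 was called when adjusted over the list alone. PNO1 was called with every library of at least 1 rod (adjusted p = 0.0341, 0.0341 to 0.999 over its alternatives). RBP7 was called without parafoveal library 7 (log2 2.33, adjusted p = 0.00182, 0.00182 to 0.988 over its alternatives) and had a log2 difference of -0.30 without foveal library 8. Without parafoveal library 7, 58 genes were called.

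Mitochondrial transcripts were called down in foveal rods as a list (0 of 13 called, median -1.72, adjusted p = 8.85e-18, or 0.762 with an estimated correlation), beside the lower mitochondrial share of foveal cells. So were nuclear oxidative phosphorylation (0 of 76, median -0.45, adjusted p = 2.58e-08), Müller homeostasis (adjusted p = 0.000833), RGC genes (0 of 9, median -2.04, adjusted p = 0.00111) and heat shock (0 of 17, median -0.38, adjusted p = 0.0313), each with an adjusted p of 0.773 with an estimated correlation. RNA from other cells could bring 8 of the 11 Müller homeostasis genes, a list whose members include genes with no foveal count. Markers of Müller cells (median -7.17), cone-ON bipolar cells (-3.16), OFF bipolar cells (-7.08) and RGCs (-2.36) were called down in rods too (adjusted p = 4.46e-05 to 0.00384, each 0.359 with an estimated correlation). Other cells could bring 11 of 11, 8 of 8, 5 of 5 and 2 of 11 of them. Fitted changes of genes with no foveal count depend on the prior count, so the medians of -7.17 and -7.08 are not to be read as measured sizes. The Müller marker RLBP1, for example, averaged 0 CPM in foveal and 58.2 CPM in parafoveal rods (without TMM factors). The other lists were not called (adjusted p = 0.0506 for rod phototransduction to 0.841), with median and mean of opposite sign for the ribbon synapse (0.02 and -0.19) and transcription factor lists (0.09 and -0.58), and a test of opposite sign to both for the cone phototransduction (-0.02 and -0.42) and immediate early lists (-0.15 and -0.03). Müller homeostasis lost its call without foveal library 8 (adjusted p = 0.263), oxidative phosphorylation without foveal library 6 (0.282), RGC genes without foveal library 8 or parafoveal library 5 (0.0543 and 0.0868), and heat shock without foveal library 6 or parafoveal library 5 or 8 (0.716, 0.276 and 0.0939) and with the donor block (0.0868), while ribosomal proteins were called with the block (0.0134). Without either foveal library the other was assumed to vary like the parafoveal ones.

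The Müller cell comparison addressed regional differences in the glia that support photoreceptors. Foveal Müller cells had more FAT1, a protocadherin on chromosome 4 (186587794 to 186726722), at 380 ± 312 against 30.5 ± 15.6 CPM (SD, n = 4), a log2 change of 3.63 ± 0.61 (adjusted p = 0.00727). CYP26C1, which breaks down retinoic acid, stood at 36.4 ± 20.6 against 0.572 ± 0.654 CPM, a log2 change of 5.48 ± 0.57 (adjusted p = 0.000465). DAPL1 on chromosome 2 (158795317 to 158862781) stood at 2341 ± 475 against 859 ± 131 CPM, a change of 1.45 ± 0.21 (adjusted p = 0.00179). The laminin-related protein NTN4 (5.42 ± 0.65), the synaptic vesicle protein SYNPR (3.62 ± 0.26), the calcium binding protein CALB1 (3.66 ± 0.82) and the growth factor receptor FGFR2 (1.74 ± 0.35) were higher too, with adjusted p-values from 4.15e-05 for SYNPR to 0.0259 for CALB1. KRT19, a keratin, had 74 foveal and 2 parafoveal counts, a ratio of 71.1 (95% interval 19.0 to 598). Foveal Müller cells had less RDH10, a retinol dehydrogenase on chromosome 8 (73294602 to 73325281), at 58.5 ± 15.4 against 248 ± 61.2 CPM, a change of -2.09 ± 0.23 (adjusted p = 0.000465). The retinoid carrier RLBP1 on chromosome 15 (89209869 to 89221614) stood at 734 ± 247 against 2267 ± 653 CPM, a change of -1.63 ± 0.29 (adjusted p = 0.00475). The iron carrier TF changed by -3.57 ± 0.37 (adjusted p = 0.000289), and the vasopressin receptor AVPR1A had 0 foveal and 176 parafoveal counts, at least 30.5-fold lower (adjusted p = 0.00117). The collagen COL11A1 had 1 and 315 counts, a ratio of 164 (95% interval 29.2 to 6498).

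Of 12191 genes tested by edgeR in 2183 foveal and 6263 parafoveal Müller cells, 1325 were called, 563 higher and 762 lower in the fovea, with a median absolute log2 change of 1.12. RNA from other cells could bring 197 of them, 190 of these lower, such as the bipolar gene PCP2 at -7.18 ± 0.37 (adjusted p = 2.54e-06). The named genes of both directions changed the same way in 4 of 4 donors. With the donor block the count was 2369, of which 1315 were among the 1325. It was 641 without parafoveal library 5 and 610 without parafoveal library 6. Without parafoveal library 6 FAT1 had an adjusted p of 0.0538 (4.08e-11 to 0.0538 over its alternatives), and without foveal library 7 its log2 change was 2.90. Without parafoveal library 5 the log2 change of CYP26C1 was 6.59 and that of NTN4 6.38.

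The genes picked for Müller cells by the study are likewise not independent evidence of direction. Of these 8 genes, 7 had been picked with a direction and lay in it. Of the 8, 5 were called over all genes and 6 when adjusted over the list alone. FABP5, a fatty acid carrier, stood at 753 ± 82.2 against 380 ± 169 CPM (0.99 ± 0.29, adjusted p = 0.0492), and was not called in 7 of the 8 fits that left a library out, all but that without parafoveal library 7 (adjusted p = 0.0606 to 0.122 in those 7, 0.00259 to 0.122 over its alternatives). CYP26A1, another retinoic acid hydroxylase, had a log2 difference of 1.44 ± 0.71 (adjusted p = 0.231), and 1.46 with the donor block (adjusted p = 0.000163). Without foveal library 5 that of CYP26A1 was 0.54. The opsin RGR differed by -0.09 ± 0.18 (adjusted p = 0.777).

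**Figure D4:**
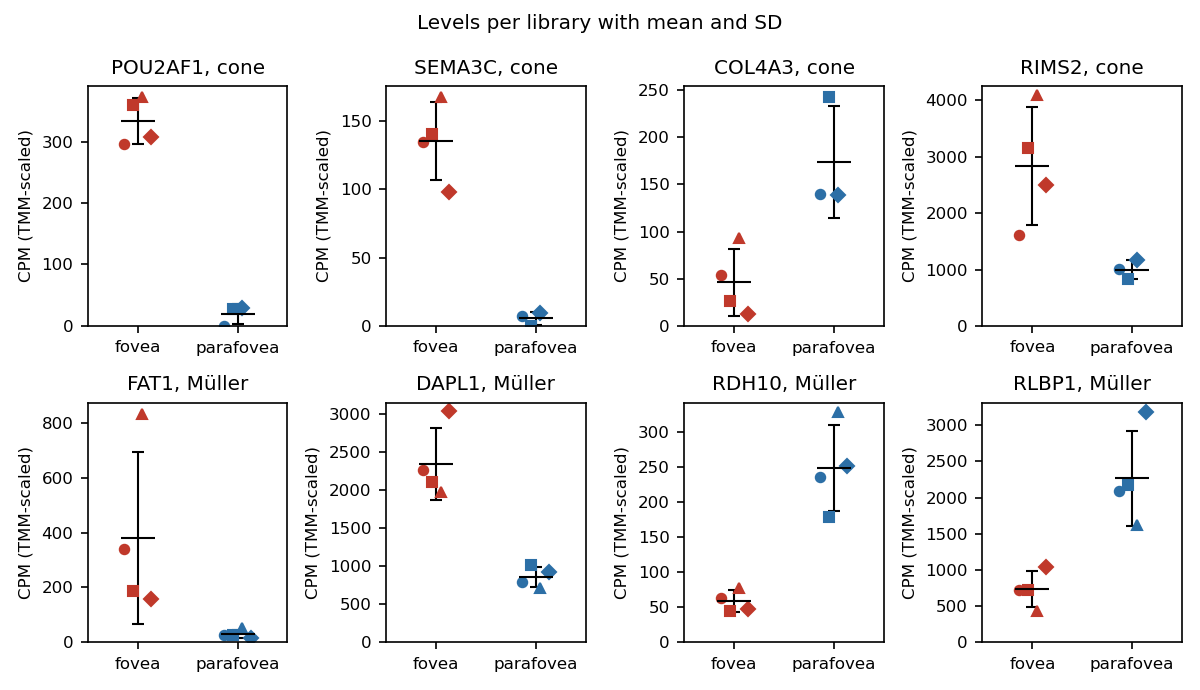
CPM (TMM-scaled) of 4 genes in cones and 4 genes in Müller cells in each library, red for fovea and blue for parafovea, with the mean ± SD of each region. POU2AF1 in cones averaged 334 in the fovea and 18.9 in the parafovea, and RDH10 in Müller cells 58.5 and 248.

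Among the lists in Müller cells, calls were made at the preset correlation, and none of the 18 lists was called at an estimated one. Of 22 immediate early genes, the transcription factor KLF4 was called (3.12 ± 0.82, adjusted p = 0.0439), and the list was called up (median 1.46, adjusted p = 4.89e-05, or 0.442 with an estimated correlation). Of 17 heat shock genes 4 were called higher, among them the cochaperones BAG3 (1.37 ± 0.24, adjusted p = 0.00433) and DNAJA1 (0.99, adjusted p = 0.00825), with a list median of 0.69 (adjusted p = 8.12e-05, or 0.394 with an estimated correlation). Ribosomal proteins (3 of 82 higher, median 0.28, adjusted p = 0.00193, or 0.663 with an estimated correlation) were called up, and so were Wnt and FGF modulators (3 higher and 1 lower of 16, median 0.34, adjusted p = 0.0438, or 0.428 with an estimated correlation). FGFR2 was the higher member with the largest change. Gliosis genes were called down, with 6 of 19 lower, among them the metal binding metallothioneins MT1G (-5.42 ± 0.63, adjusted p = 0.00155), MT1E and MT2A (median -0.65, adjusted p = 0.000959, or 0.111 with an estimated correlation). Visual cycle genes were called down, with 1 higher and 5 lower of 14 (median -0.76, adjusted p = 0.000625, or 0.111 with an estimated correlation). RNA from other cells could bring 5 of the 22 immediate early, 3 of the 19 gliosis, 3 of the 14 visual cycle and 1 of the 16 Müller homeostasis genes. Müller homeostasis genes, with 2 higher and 4 lower of 16, included the lower TF, RLBP1 and the peroxidase GPX3 (-1.81, adjusted p = 0.00374), and the list was called down (median -0.34, adjusted p = 0.0128, or 0.242 with an estimated correlation).

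Mitochondrial transcripts (4 of 13 lower, median -0.61, adjusted p = 0.00372, or 0.532 with an estimated correlation) and nuclear oxidative phosphorylation (1 higher and 18 lower of 78, median -0.38, adjusted p = 0.000152, or 0.549 with an estimated correlation) were called down, beside the lower mitochondrial share of foveal cells. Lists of genes of other neurons were called down as well, in cells whose rod RNA was higher in the parafovea. These were rod phototransduction (12 of 13 lower, median -4.08, adjusted p = 3.35e-15, or 0.208 with an estimated correlation), cone phototransduction (4 of 6, median -1.86, adjusted p = 0.0102, or 0.428 with an estimated correlation), the ribbon synapse (9 of 22, median -0.87, adjusted p = 6.32e-07, or 0.209 with an estimated correlation) and RGC genes (4 of 10, median -1.82, adjusted p = 7.32e-05, or 0.239 with an estimated correlation). RNA from other cells could bring all 13, all 6, 10 of 22 and 4 of 10 of their members. Markers of cone-ON bipolar cells (7 of 8 lower, median -2.68) and of rod bipolar cells (5 of 6 lower, median -2.98) were called down in Müller cells too, each with an adjusted p of 0.00743 with an estimated correlation. So were markers of rods (11 of 12 lower, median -4.30) and of pericytes (1 of 5 lower, median -1.66), each 0.0485 with an estimated correlation, OFF bipolar cells (4 of 6 lower, median -2.21, 0.0614) and RGCs (1 of 11 lower, median -1.48, 0.279). Other cells could bring 7 of 8, 6 of 6, 12 of 12, 4 of 5, 5 of 6 and 5 of 11 of these markers. Photoreceptor transcription factors were called down (0 higher and 5 lower of 13, adjusted p = 0.025, or 0.251 with an estimated correlation), with a median of 0.15 and a mean of -0.88. Other cells could bring 5 of these 13, and without them the median was 0.44 and the list was not called (adjusted p = 0.468). The cilium (0 higher and 4 lower of 42, adjusted p = 0.192), retinoic acid (3 and 3 of 15, 0.941, called up by camera and down by fry in sign), glycolysis (2 and 2 of 21, 0.695) and complement lists (1 and 1 of 9, 0.472) were not called. Within glycolysis, LDHB was lower (-2.52 ± 0.21, adjusted p = 0.00011) and the lactate exporter SLC16A3 higher (1.73 ± 0.28, adjusted p = 0.00341), and within complement, the inhibitor CFI was lower (-2.94 ± 0.34, adjusted p = 0.0007) and NFKBIA higher (1.36 ± 0.19, adjusted p = 0.00141).

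Among these Müller lists, cone phototransduction lost its call without parafoveal library 6 (adjusted p = 0.0635), transcription factors without foveal library 8 (0.0527), Müller homeostasis without parafoveal library 7 (0.0508), mitochondrial transcripts without foveal library 8 or parafoveal library 7 (0.0768 and 0.0811) and ribosomal proteins without foveal library 8 (median 0.02, adjusted p = 0.599). Wnt and FGF modulators lost theirs without foveal library 7 or 8 or parafoveal library 5 or 6 (0.0746, 0.0539, 0.121 and 0.0782). KLF4 lost its call without foveal library 5 or parafoveal library 5, 6 or 8 (0.0657, 0.129, 0.179 and 0.0565) and had a log2 change of 1.95 without foveal library 7. CALB1 lost its call without foveal library 6 (0.0623) or parafoveal library 6 (0.128).

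Of 12297 genes tested by edgeR in 1196 foveal and 4937 parafoveal RGCs, 9 were called, all lower in the fovea, all genes that RNA from other cells could bring, and 7 of them members of the rod list. GNAT1, the rod transducin, had 1 foveal and 1371 parafoveal counts, a ratio of 245 (95% interval 43.8 to 9671), and was lower in 4 of 4 donors, which the naming rule required. At an unadjusted p under 0.05 there were 844 genes, with 30 called with the donor block (6 higher and 24 lower) and 28 by DESeq2 (10 higher and 18 lower). Without foveal library 8 edgeR called 952, of which 614 were higher and 338 lower, and without foveal library 7 or without parafoveal library 6 it called 5. Foveal library 8 held 603 RGCs, and foveal libraries 5, 6 and 7 held 168, 230 and 195. The lists called were rod phototransduction (7 of 18 lower, median -3.46, adjusted p = 8.42e-67, or 0.0119 with an estimated correlation), cone phototransduction and photoreceptor transcription factors (each adjusted p = 2.05e-07, or 0.0492 with an estimated correlation), all down, with 17, 5 and 10 members that other cells could bring. Ribbon synapse (adjusted p = 0.00774, or 0.286 with an estimated correlation), visual cycle (0.000751, or 0.232 with an estimated correlation) and Müller homeostasis (0.000308, or 0.384 with an estimated correlation) were called down too, with 8 of 23, 8 of 15 and 11 of 13 members that other cells could bring. In RGCs, markers of rods were called down (7 of 14 lower, median -4.36, adjusted p = 2.28e-66, or 0.00204 with an estimated correlation), and other cells could bring 13 of the 14. Markers of Müller cells (median -0.93, 0.282 with an estimated correlation) and of cone-ON, rod and OFF bipolar cells (medians -2.78, -2.29 and -2.30, each 0.0829 with an estimated correlation) were called down there at the preset correlation, with 0 genes called, and other cells could bring all of them. Immediate early genes were called up (0 of 21 called, median 0.72, adjusted p = 4.84e-08, or 0.223 with an estimated correlation), 17 of them genes that other cells could bring. The other lists had adjusted p-values from 0.0505, for ribosomal proteins, to 0.824. Ribosomal proteins were called with the donor block (0.00322), and the Wnt and FGF list had a median of 0.02 and a mean of 0.10 but a test of the opposite sign. Without foveal library 8 ribbon synapse (0.273), visual cycle (0.145) and Müller homeostasis (0.314) lost their calls, and visual cycle also without parafoveal library 6 (0.223). Over the alternatives the estimated correlation gave the highest adjusted p of every called list in these 4 classes, with the exception of gliosis in cones (0.408 without cells of high mitochondrial share) and of 5 lists without the genes that other cells could bring, which were rod phototransduction in cones (0.757), transcription factors in Müller cells (0.468) and, in RGCs, transcription factors (0.605), ribbon synapse (0.605) and visual cycle (0.936).

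In the further classes 402 gene and class pairs were called by edgeR. In endothelial cells, which line the vessels, 10 genes were higher and 62 lower in the fovea of 4375 tested, of which RNA from other cells could bring 0 and 5. The endothelial receptor CD93 (1.47 ± 0.31, adjusted p = 0.0215) and the cadherin CDH2 (1.42 ± 0.27, adjusted p = 0.011) were higher, and the gap junction protein GJA4 (-3.41 ± 0.47, adjusted p = 0.00159) and the somatostatin receptor SSTR2 (-3.14 ± 0.46, adjusted p = 0.00155) lower. In cone-OFF bipolar cells 67 genes were higher and 69 lower of 10309, of which RNA from other cells could bring 2 and 30. DUSP2, a phosphatase of MAP kinases (2.81 ± 0.38, adjusted p = 0.000302), and BAG3, a heat shock cochaperone (2.26 ± 0.27, adjusted p = 6.43e-05), were higher, and the rod gene PDE6G, with 0 foveal and 2357 parafoveal counts, was at least 262-fold lower. In the BC3A type of cone-OFF bipolar cells 9 genes were higher and 11 lower of 3242, of which RNA from other cells could bring 1 and 8, with the immediate early gene EGR1 higher by 4.53 ± 0.43 (adjusted p = 2.3e-15). In rod bipolar cells 41 genes were higher and 91 lower of 10364, in 41 foveal cells of 2 libraries. In horizontal cells 5 genes were higher and 33 lower of 7837, and RNA from other cells could bring 21 of these. In cone-ON bipolar cells 0 genes were higher and 2 lower of 10928: ARMCX3, a mitochondrial protein (-3.50 ± 0.44, adjusted p = 0.00494), and the haemoglobin gene HBB, with 0 foveal and 156 parafoveal counts (at least 11.2-fold lower, adjusted p = 0.0261). RNA from other cells could bring 1 of these 2. In the parafovea HBB averaged 13.4 CPM in cone-ON bipolar and 737 CPM in endothelial cells (without TMM factors). In amacrine cells 1 gene was higher and 1 lower of 463, the latter SNCG, which had 3 foveal and 1268 parafoveal counts, a ratio of 22.9 (95% interval 7.83 to 111). Microglia and pericytes had 0 calls by edgeR, with 128 and 307 genes at an unadjusted p under 0.05, 11 each by DESeq2, and 14 and 3 with the donor block, and astrocytes were too few in the fovea to be tested.

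The counts of several of these classes rested on single libraries. With the donor block they were 147 in endothelial, 379 in cone-OFF bipolar, 53 in BC3A, 374 in rod bipolar, 110 in horizontal, 224 in cone-ON bipolar and 0 in amacrine cells. cone-OFF bipolar cells had 51 calls without foveal library 6, 47 without parafoveal library 5 and 292 without parafoveal library 7. Rod bipolar cells had 1 without foveal library 6, 10 without foveal library 8, 278 without parafoveal library 7 and 57 without parafoveal library 8. Cone-ON bipolar cells had 0 without foveal library 6 or 8, 1 without foveal library 5 or parafoveal library 6 and 95 without parafoveal library 7, BC3A cells had 11 without parafoveal library 6, 35 without parafoveal library 7 and 36 without foveal library 8, and amacrine cells had 0 without parafoveal library 5, 6 or 8, 11 without foveal library 6 and 14 without parafoveal library 7. Horizontal cells had 14 without foveal library 6, 61 without foveal library 7 and 98 without parafoveal library 7. Endothelial cells had 38, 39 and 36 without foveal library 5, 6 and 7, 45 and 42 without parafoveal library 5 and 6, and 2 among libraries with at least 20 cells. CD93 lost its call without foveal library 5 or 7 or parafoveal library 6, 7 or 8 (adjusted p = 0.0545 to 0.0944), CDH2 without parafoveal library 6 (0.0523), PDE6G in cone-OFF bipolar cells without foveal library 5 or 8 or parafoveal library 5 (0.0634, 0.0649 and 0.137), and SNCG without foveal library 5 or 8 (0.14 and 0.0785). GJA4 changed by -5.09 without foveal library 8. HBB lost its call without foveal library 5, 6 or 8 or parafoveal library 5, 6 or 8 (0.0504 to 0.424).

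Cells under the same bipolar name differed between libraries in their levels of rod bipolar genes. Of 25 genes with at least 8-fold higher levels in rod bipolar than in cone-ON bipolar cells of parafoveal libraries 5, 6 and 8, such as the protein kinase gene PRKCA, the median gene in the 41 foveal cells named rod bipolar had a level near that of cone-ON bipolar cells. Its position, with 0 for cone-ON and 1 for rod bipolar cells, was -0.01 in foveal library 6 and 0.0277 in foveal library 8, with upper quartiles of 0.213 and 0.191. Summed, the 25 genes stood higher there than in cone-ON cells of the same libraries, at 815 against 222 CPM and 1146 against 228 CPM, and 5% and 19.0% of the cells had 3 or more of 1000 UMIs from them, against 0.746% and 1.46%. Cells named cone-ON bipolar in parafoveal library 7 had a median position of 0.722, where those of the other libraries lay between -0.0421 and 0.00453. PRKCA stood at 34.0 and 78.5 CPM in foveal and at 553 to 1149 CPM in parafoveal cells named rod bipolar, and at 828 CPM in cells named cone-ON bipolar of parafoveal library 7. The counts of both classes are to be read beside these values.

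**Figure D5:**
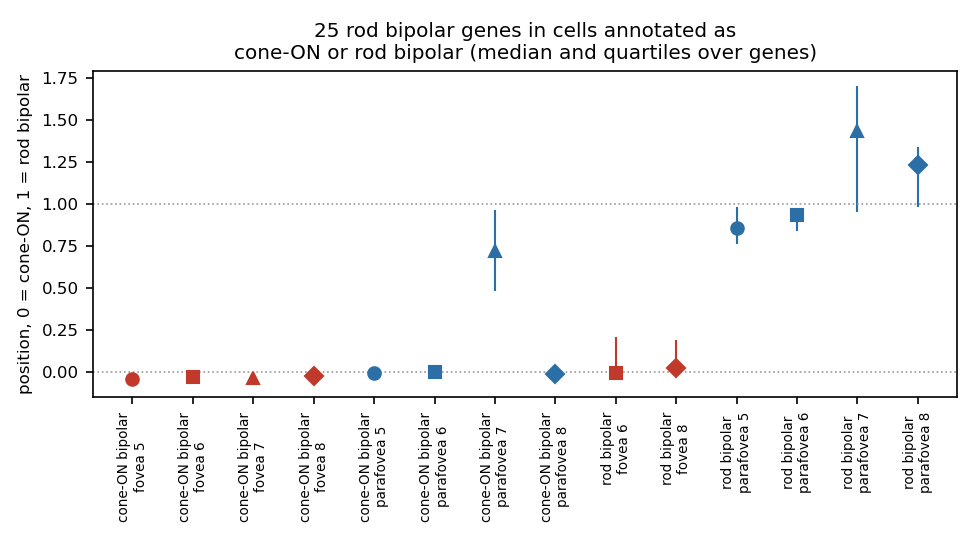
Position of 25 rod bipolar genes between the levels of cone-ON bipolar (0) and rod bipolar cells (1) of parafoveal libraries 5, 6 and 8, as median and quartiles over genes, for each library and cell name, red for fovea and blue for parafovea. The foveal cells named rod bipolar have medians near 0 with upper quartiles of 0.213 and 0.191, and the cone-ON cells of parafoveal library 7 a median of 0.722.

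Sums over all cells of a library, which mix all recovered cells, had 23 of 17443 genes called by edgeR, 18 higher and 5 lower in the fovea. CYP26C1 (5.85 ± 0.76, adjusted p = 0.0471), the epithelial transcription factor OVOL2 (4.31 ± 0.63, adjusted p = 0.0491) and AQP4-AS1 (2.99 ± 0.30, adjusted p = 0.0173) were higher, and COL11A1 (-3.43 ± 0.37, adjusted p = 0.0177), HBB (-8.91 ± 1.20, adjusted p = 0.0471) and HMX1 (-2.01, adjusted p = 0.0483) lower, each in 4 of 4 donors. The rule that named these 6 genes required that agreement of donors. The cone arrestin ARR3 differed by -0.09 (adjusted p = 0.982). With the block 952 genes were called, and DESeq2 called 677. Of the 23 genes, 19 (82.6%, 95% exact interval 61.2 to 95.05) had a log2 change of the same sign and above 0.5 in size in the class with their highest level. Of the 952 it was 358 (37.6%). The exact interval treats the genes as independent, which they are not, and does not cover the spread between libraries. The counts of each class are also part of the sums, so some agreement is built in. In both counts a gene not tested in its highest class counted as not seen, so the shares may be too low. Astrocytes, which had no fit, were the highest class for 99 of the 952. The count was 0 without foveal library 5 or 6 or parafoveal library 5 or 6, 2 without foveal library 7, 3 without parafoveal library 8, 12 without parafoveal library 7 and 242 without foveal library 8, and each of the 6 genes just named as called lost its call in at least 5 of these 8 fits. A change was also predicted from each class's share of the UMIs of these same libraries, with each class at its mean level. Such shares depend on UMIs per cell as well as on cell numbers. The predicted change correlated with the measured change at r = 0.743 and rho = 0.653 across 7273 genes, which are not independent replicates. It had the sign of the measured change in 907 of the 952 and in 18 of the 23. It reached at least 0.5 of the measured change in 457 of the 952 (48.0%) and in 3 of the 23.

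The last comparison tested whether the regional difference itself differed between cones and Müller cells. It did for 118 of 11912 genes, 83 with a higher and 35 with a lower regional change in cones, and 77 were genes that RNA from other cells could bring to a class. GUCY1A1, a subunit of the nitric oxide receptor chosen after its values were seen, changed by 2.23 in cones and by -3.36 in Müller cells, a difference of 5.48 (adjusted p = 3.67e-06). The difference was 4.04 for SEMA3C (adjusted p = 0.014), 2.84 for EGF (adjusted p = 0.0473), -3.23 for SCD5 (adjusted p = 0.00131) and -2.87 for COL4A3 (adjusted p = 0.00666). For POU2AF1 (0.95, adjusted p = 0.884), DAPL1 (-2.05, adjusted p = 0.14), RDH10 (0.65, adjusted p = 0.872) and DDIT4L (1.86, adjusted p = 0.589) it did not pass the test, so their effects were not shown to differ between the classes. With the donor block 326 genes were called. The count was 48, 65 and 43 without foveal library 6, 7 and 8, 44 and 40 without parafoveal library 5 and 6, and 181 without parafoveal library 7.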

Values the study reported

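The study reported 5856 cells from the fovea and 28 637 from the parafovea. Per cone, it counted 0.2 rods and 6.2 RGCs in the fovea, and 10.3 rods and 13.9 RGCs in the parafovea. Müller cells were the largest class it recovered, at 37% of foveal and 22% of parafoveal cells.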

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

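Of the tests below, those on foveal cells named rod bipolar, that of free RNA as the whole cause in parafoveal library 7, and those on Müller cells were chosen only after the result was seen, and the tests of depth and of free RNA in Müller cells used alternatives added after seeing the data.

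Rod transcripts stood at higher levels in parafoveal than in foveal cells of other classes. In Müller cells, RGCs and cone-OFF and cone-ON bipolar cells, the classes tested, expression by the classes themselves is argued against for most rod genes. The ratio of each rod gene to its level in the rods of the same library was similar over most rod genes. Its median absolute deviation on the log2 scale was 0.330 (0.240 to 0.925 over 16 tests of a class in a library). It was 0.748 and 0.925 in the bipolar cells of library 7, where the question stays open. The SD over rod genes, which outlying genes raise, ran from 0.458 to 1.28, with 1.18 in Müller cells of library 7. Expression of single rod genes by these classes therefore stays open. Doublets with rods as the whole cause are argued against, since the 5% of parafoveal Müller cells with most rod UMIs held 28.9% of them (median of 4 libraries, 20.0% to 47.3%). Similar ratios over most rod genes are what rod RNA from outside the cell would give, here at 0.318% to 5.34% of the level in rods. How much came free and how much in doublets stays open, and so does any difference between the punches in rods lost during dissociation, which was not tested.

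In foveal cells named rod bipolar the median rod bipolar gene lay near the cone-ON level (highest median position 0.0277), while the summed level was 3.67 and 5.02 times that of cone-ON cells of the same libraries. Cone-ON bipolar cells under the rod bipolar name cannot be told apart from a mixture with rod bipolar cells or from lower levels in foveal rod bipolar cells, because the median and the sum disagree in only 41 cells. Too few UMIs are argued against, since 5.10 times as many counts were expected as were seen (617 against 121). In parafoveal library 7, 57.8% of cells named cone-ON bipolar had 3 or more of 1000 UMIs from these genes, against 2.16% to 2.77% in the other parafoveal libraries, which is consistent with rod bipolar cells under the cone-ON name. Free RNA as the whole cause is argued against, since Müller cells of that library had no such excess (-3.67% of that in cone-ON cells), while its part cannot be told apart, because RGCs held 31.1% of the share of cone-ON cells.

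The regional differences of Müller cells were weighed against depth, RNA from other cells and the mitochondrial share. With every library thinned to the lowest total, 808 of the 1325 genes were still called, which argues against depth as the whole cause. Without the genes that RNA from other cells could bring, 1059 of them were called, which argues against such RNA as the whole cause. The part of the mitochondrial share cannot be told apart, because removal of cells above 20% mitochondrial counts, after which 1217 were called, left 1.97 of the 2.45 points by which its median differed. A regional difference of the Müller cells themselves stays among the open explanations as a hypothesis, found and tested on the same data, as does unequal dissociation of the punches, which was not tested.

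Chance was tested by every split of the 8 libraries into 4 and 4, 35 in all. For the genes called in cones, the 4 foveal and 3 parafoveal libraries with enough cones were split into 4 and 3, which also gave 35 splits. In the other comparisons, cones and amacrine cells entered each split with only the libraries that held enough of them. In cones 1 of the 35 splits, the real one, gave as many genes as the real 74 (highest other 44). The same held in Müller cells (1325, highest other 3) and in the 5 further classes with enough libraries (250, highest other 59). It also held for the difference between cones and Müller cells (118, highest other 4) and for list calls in both (21, highest other 19). A first rank of 35 is the most extreme outcome these splits allow, and no adjustment was made over the comparisons. It argues against chance for the gene counts without excluding it, and for lists the margin was narrow. Other splits still called a median of 11 lists, so a list call alone says little. For RGCs 2 splits gave as many as the real 9 (highest other 1838), and for sums over all cells 2 gave as many as the real 23 (highest other 988). There the splits do not argue against chance. Both highest counts came from the split of foveal libraries 5, 6 and 7 with parafoveal library 7 against the rest, which points to a structure of the samples, whose nature was not tested. The libraries named first held 154 to 230 RGCs each, with 282366 to 1924734 UMIs. The rest held 603 to 2325 RGCs each, with 4164317 to 19193638 UMIs. The split in RGCs thus follows their recovery, and whether recovery gave the count was not tested. Among the 8 splits that part every pair, the real one gave the most genes in each of these comparisons, with 19, 0, 0, 0, 14, 0 and 17 as the highest other counts for cones, Müller cells, RGCs, all cells, further classes, the difference and lists. These 8 are too few for a share under 0.05, and they differ from the real split in which library of each donor stands on which side.

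A single library lay far from the other 3 of its group in 38 of 349 groups of values, where chance gives 17.45. Parafoveal library 7 had the highest shares of rod bipolar cells (25.2%) and microglia (2.32%), and foveal library 8 the highest share of rods among the foveal libraries (2.34%). Donor 7 is the donor for whom the study lists drusen, and whether this bears on the values of library 7 was not tested. In Müller cells parafoveal library 7 stood apart with low SAG (19.2 CPM) and GNGT1 (15.4 CPM) and with a BAG3 level of 92.4 CPM, and parafoveal library 8 with a PCP2 level of 62.3 CPM. Also in Müller cells, foveal library 5 stood apart in CYP26A1 (791 CPM), MT-CYB (4919 CPM), RCVRN (1.48 CPM) and ARR3 (0.742 CPM), foveal library 6 in GPX3 (458 CPM), foveal library 7 in ALDOA (131 CPM) and COL11A1 (0.568 CPM), and foveal library 8 in KRT19 (16.6 CPM) and TCF7L2 (82.6 CPM). In cones foveal library 8 stood apart in GNGT1 (3.06 CPM), PCP2 and PDE6A (1.53 CPM each), CALY (10.7 CPM), MT-CO1 (3699 CPM) and MT-CO3 (3212 CPM), and foveal library 6 in CALB1 (5.27 CPM). In RGCs foveal library 8 stood apart in GNAT1 (0.228 CPM) and GNGT1 (0.914 CPM), and parafoveal library 6 in GNAT1 (47.9 CPM). In horizontal cells foveal library 8 stood apart in AIPL1 (2.47 CPM), LRTM1 and ZNF385B (1.23 CPM each), and foveal library 6 in PCP2 (1.66 CPM). In BC3A cells parafoveal library 7 had 0 CPM of GNGT1, of PDE6A and of SAG and 102 CPM of EGR1. In endothelial cells parafoveal library 5 stood apart in CD93 (89.8 CPM) and foveal library 7 in SPINK8 (46.8 CPM), and in the sums over all cells parafoveal library 6 in AQP4-AS1 (5.77 CPM). Several of these values rest on 1 to 3 counts in the library, where the other 3 had none. The regional change differed between cones and Müller cells for 118 genes, by the interaction test.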

How the results depend on the processing

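The choices fixed in advance and those added after seeing the data (removal of genes other cells could bring, of the 5% of cells with the highest doublet score, equal depth, and a minimum of 12 cells) were changed 1 at a time. The direction of the 110.0-fold cone to rod difference held in each of those that apply to it (libraries left out, mitochondrial share, both removals of doublets and the sign flip), with 6.41 to 7.18 on the log2 scale over the left-out libraries, 6.64 without cells above 20% mitochondrial counts and 7.14 without the highest doublet scores. With an exact sign flip over donors it was 6.78 with p = 0.125, the smallest 4 donors can give. The Müller share difference was 19.5 to 32.3 points over the left-out libraries.

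With the donor block the counts were 6 in rods, 2369 in Müller cells, 30 in RGCs, 952 in all cells, 1304 pairs in further classes and 326 for the interaction, and the all-cell share was 37.6%. Among the genes given in the text it changed no call other than those given beside the results and those lost for MYBPHL in cones (adjusted p = 0.0543), ELN in horizontal cells (0.0529), SNCG in amacrine cells (0.134), and RCVRN, RBP3, SNCG and PVALB in Müller cells (0.0642, 0.0603, 0.0836 and 0.093). DESeq2 called 13 genes in rods, 28 in RGCs and 677 in all cells. Without a filter on low counts, where more genes of few counts entered, there were 154 calls in cones, 33 in rods, 23 in RGCs, 1736 in further classes and 277 for the interaction. Without cells above 20% mitochondrial counts there were 45 in cones, 15 in RGCs and 0 in all cells, so the all-cell share has no value there. With at least 20 cells there were 45 in cones, with 12 cells 44, and with 1 cell 16 in rods. Without doublets marked by Scrublet all cells had 5 calls, and without the highest doublet scores 4. Without genes other cells could bring, RGCs had 0 calls, by construction since all 9 were such genes. The interaction had 18, where 77 of its 118 calls were such genes and the further fall was not tested. With the stricter threshold there were 44 in cones, 380 in Müller cells, 5 in RGCs, 0 in all cells, 130 in further classes and 34 for the interaction. Of the 26 list calls in cones, rods and Müller cells, 0 held with an estimated correlation, and 19 to 33 lists were called in the other settings. Other than for that construction, the cause was not tested.

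Over the left-out libraries the counts ran from 26 to 135 in cones, 0 to 58 in rods, 610 to 1766 in Müller cells, 5 to 952 in RGCs, 0 to 242 in all cells, 132 to 898 in further classes, 40 to 181 for the interaction and 21 to 30 lists, and the all-cell share from 61.6% to 100%, with no value where no gene was called. Where a class kept 1 library in a region, that library was assumed to vary like the others.

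These directions reversed. Without genes other cells could bring, the test of 3 lists turned from down to up, with medians of 0.28 (from -1.21) for rod phototransduction in cones, 0.44 (from 0.15) for transcription factors in Müller cells and -0.15 (from -0.30) for the visual cycle in RGCs, of which only the first changed sign. Over the left-out libraries YBX1 in cones ran from -0.14 (without parafoveal library 6) to 0.53, and RBP7 in rods from -0.30 (without foveal library 8) to 2.55. AHI1 in rods ran from -1.04 to 0.24, positive without foveal library 6 or parafoveal library 5, and was 0.24 with at least 20 cells and 0.16 without the highest doublet scores. ARR3 in all cells ran from -0.54 to 1.51, positive without foveal library 5 or 7 or parafoveal library 8, and was 0.74 with the block. The share difference of horizontal cells was 1.94 points without cells of high mitochondrial share and -1.32 to 0.515 over the left-out libraries, positive without foveal library 5 or parafoveal library 7. It was -5.11 to 1.19 for the share of cone-off-BC (the label of cone-OFF bipolar cells), positive without foveal library 5 or parafoveal library 8, and -0.410 to 2.09 for endothelial cells, negative without foveal library 7. The cause was not tested. Of the other values, 2790 of named genes, 502 of lists and 137 of shares kept direction and side of the threshold, 454 of genes and 81 of lists lost a call, and 12 of genes gained one. DESeq2 was not applied to lists. Of genes changed by a log2 of 1 in simulated counts, 4.48% were recovered in rods and 0 in rod bipolar cells.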

Other observations

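None of the values here was tested as an explanation. RORB, a nuclear receptor of retinal development, stood at 793 ± 210 CPM in Müller cells over the 8 libraries (945 in the fovea and 641 in the parafovea on average) and at 1537 CPM in horizontal cells. PPFIA1, an adaptor of synaptic vesicle sites, stood at 81.3 CPM in Müller cells. KCNAB2, a potassium channel subunit, stood at 88.8 ± 14.7 CPM in RGCs and at 78.1 CPM in amacrine cells.

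Further genes were called lower in foveal Müller cells. MT1H, a metallothionein, had 3 foveal and 443 parafoveal counts, a ratio of 76.9 (95% interval 26.1 to 374), and GFRA1, a receptor subunit for glial growth factors, had 2 and 241, a ratio of 62.7 (95% interval 17.2 to 521). In cone-OFF bipolar cells of the fovea the secreted hormone STC1, a gene that RNA from other cells could bring, was higher (2.78, adjusted p = 0.0148), although it was not called without foveal library 6 (adjusted p = 0.081, 1.15e-15 to 0.081 over its alternatives). In BC3A cells the heat shock gene HSPA6 (2.20 on the log2 scale) and the immediate early gene JUNB (2.29), the latter a gene that RNA from other cells could bring, were called higher in foveal cells beside EGR1.

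The files held 5956 foveal and 28367 parafoveal cells. These counts differ from those quoted from the study above, and the cause was not tested. Of the 952 genes called in the sums over all cells with the donor block, the highest class was Müller cells for 430, astrocytes for 99, pericytes for 76, endothelial cells for 71 and rods for 66.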
